A study of Mus musculus with 12 samples.

How the data were processed

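Single-cell RNA sequencing was carried out on 6 tumours of the mouse mammary carcinoma line 4T1, a model of triple-negative breast cancer that grows in immunocompetent BALB/c mice. Single-cell-derived clones of the line, named E, EM1, EM2, EM3 and M, and the parental line were each implanted in the mammary fat pad. Per the labels, 1 tumour was taken for each of the 6 groups. Every tumour gave 2 libraries, a Total library of the dissociated tumour and a CD45 library of cells enriched with magnetic beads against CD45, the surface antigen of leukocytes, so that 12 libraries were analysed. Per the labels' protocols, tumours were digested with collagenase and hyaluronidase, red blood cells were lysed and cells were fixed with a fixed-RNA preparation kit. The same protocols also name 3′ reagents, so the chemistry is not settled by the labels. The gene tables hold 19369 genes in the Total libraries and 18574 in the CD45 libraries, with only 13 mitochondrial genes.

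The deposited tables hold raw UMI counts per gene and cell, that is, counts of unique molecular identifiers, each marking 1 captured RNA molecule. The authors filtered the cells before deposit, with limits that the labels do not state and that differed between libraries. The fewest genes in any cell ranged from 200 in the parental CD45 library to 650 in the parental Total library. Per the file headers, a second table per library gives the authors' counts of UMIs and genes per cell, the mitochondrial percent of UMIs and the same quantity as a fraction. The UMI sums, gene numbers and mitochondrial percents of every cell were recomputed from the count tables and were equal within a tolerance of 1e-06. The aligner, the genome build, the annotation and any doublet removal by the authors are not stated in the labels. Genes are therefore named by the symbols of the deposited tables, and no genome coordinates are given.

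The depth of the libraries ranged from 28083101 to 122055131 UMIs, over 6709 to 13467 cells each. Expression was given as CPM, the UMI count of a gene scaled by the summed UMIs of the same cells, after counts had been summed over the cells of a class in a library. Sums of counts were given exact Poisson intervals and shares of cells exact Clopper-Pearson intervals, at a confidence level of 95%. Intervals of differences between 2 shares were combined from the intervals of both shares. Intervals of scores came from 2000 Poisson draws of the counts. All of these intervals cover counting error only. With 1 tumour per clone there is no replicate from which the spread between tumours of a clone could be had, so no test was made between clones and no p-value was computed from cells.

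Doublets, droplets that hold more than 1 cell, were called in each library by the Scrublet method, with 2 simulated pairs per cell, an expected doublet share of 6%, 2000 variable genes and 30 principal components. A single score limit was used for all libraries, the median of the 12 valleys between the modes of the simulated scores, because the valleys of the Clone M and parental CD45 libraries lay far above the rest. That rule was set after the valleys had been seen. It called 2842 of 115612 cells (2.46%) doublets, between 1.31% and 3.11% per library. These cells were left out, and 112770 cells remained.

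Cell classes were those of the authors' deposited annotation. In the CD45 libraries the broader annotation column gave granulocytes, macrophages, dendritic cells, NK cells and B cells, and the finer column split T cells into Gzmb+ Cd8+, Lef1+ Cd8+, Cd44+ Cd4+, Cd44- Cd4+ and Foxp3+ Cd4+ subtypes. The first 2 subtypes were counted as CD8 T cells and the other 3 as CD4 T cells. Shares in the CD45 libraries were taken over all cells not called doublets. In the Total libraries the annotation gave tumour cells, stromal cells and immune classes, in which T and NK cells form 1 class. For the comparison of both libraries of a tumour, classes were brought to the same level: granulocytes, macrophages with other myeloid cells, dendritic cells (DC), T and NK cells, and B cells with plasmacytoid dendritic cells (pDC), which the Total annotation joins. Shares were then taken over the cells of these classes, and cells annotated as T/myeloid hybrids were left out.

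As an alternative to the authors' annotation, all cells were clustered with the Leiden algorithm (leidenalg 0.10.2, igraph 0.11.9) at resolutions 0.5, 1.0 and 2.0, on 2000 variable genes, 30 components and 20 neighbours, which gave 18, 26 and 39 clusters. The 66 genes of the reported lists were kept out of the clustering. Clusters were named by fixed marker lists. T and NK clusters were clustered again. Sub-clusters were named CD8 T or CD4 T where the CPM of one lineage marker set was at least 2 times that of the other and at least 100 CPM, provided that CD3 CPM lay within 3 times of the highest sub-cluster. Where CD3 CPM lay further below, sub-clusters were named NK if NK genes led and were otherwise left without a lineage. These limits were set after the data had been seen. In the Total libraries, T and NK cells could be split only in this way, and the limits left 492 of 3045 such cells without a lineage in Clone E, 414 of 1521 in EM1, 482 of 1449 in EM2, 384 of 1047 in EM3, 501 of 1091 in M and 544 of 708 in the parental tumour. Of 19935 annotated tumour cells, called doublets included, 19842 fell in rebuilt tumour clusters.

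The EMT score, for epithelial to mesenchymal transition, was the mean log2(CPM + 10) of 12 mesenchymal genes minus that of 13 epithelial genes, on counts summed over the annotated tumour cells of the Total library. The cytotoxic score was the mean log2(CPM + 10) of 9 effector genes in CD8 T cells or NK cells of the CD45 library. The score lists, the marker lists, the comparisons, their tests, the alternatives listed in advance and the rule for naming genes were fixed before the data were examined. By that rule, every gene of the fixed lists was followed, with the 5 highest and 5 lowest log2 ratios of Clone M over Clone E in tumour cells among genes with at least 50 CPM in either clone. For the comparison of CD45 and Total libraries, the rule took the 5 genes of each class with the largest log2 fold change past the threshold and the same direction in all 6 tumours.

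Relations between the EMT score and immune measures were tested over the 6 tumours with Pearson's r and Spearman's rho, each with an exact two-sided permutation test over all 720 pairings, for which the smallest possible p is 0.0028. Differences of class shares between both libraries of a tumour were tested with an exact two-sided sign-flip permutation test over 64 sign patterns, for which the smallest possible p is 0.03125. The Benjamini-Hochberg adjustment was applied within each family, 9 relations and 5 classes. Genes differing between CD45 and Total libraries within a class were tested with edgeR 4.0.16 (quasi-likelihood test, TMM scaling, filterByExpr) in R 4.3.3, on counts summed per library and class, with the tumour as a block and an adjusted p under 0.05 as the threshold. Both libraries of a tumour come from the same animal, which is what pairs them. Classes with at least 50 cells in every library entered. The code was tested on simulated data with 200 changed genes per class, none of them among the least expressed. Of these it recovered 99% for granulocytes, 100% for macrophages, 98% for DC and 100% for T and NK cells. False calls made up 7.0%, 7.8%, 7.1% and 5.7% of all calls. In the data more genes were called, 4685 of 8303 in granulocytes, so these rates need not hold there.

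Libraries captured in the same well of a chip share more cell barcodes than chance gives. Of 66 pairs of libraries, 14 shared between 9.83 and 11.15 times as many barcodes as chance would give, and the rest between 0.74 and 1.21 times. By this measure, the libraries fell into 4 sets, Clone E with EM3, EM1 with EM2, M alone and the parental line alone, with both libraries of a tumour always in the same set. These sets are called wells below and were treated as possible batches. No set held over 2 tumours, so no relation could be computed within a set. Clones E and M lay in different wells, so that well and clone cannot be told apart for them.

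Alternatives covered the doublet calls, the cell classes, minimums of 1000 UMIs or 650 genes per cell for all libraries, the library of each tumour, the pseudocount of the score (1 in place of 10 CPM), a short list of 4 EMT genes, cells thinned to 1000 UMIs, the definition of tumour cells, DESeq2 1.42.0 in place of edgeR, no filter on low counts, no tumour block and the omission of each tumour. The gene minimum, thinning in the relations, the merging of other myeloid cells with macrophages, the finer NK column, cells annotated as unknown, and macrophage genes in Total libraries were added after the data had been seen. Computations used Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3.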

Results

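Tumours grown from 5 single-cell-derived clones of the mouse mammary carcinoma line 4T1 and from the parental line were profiled by single-cell RNA sequencing. The clones, named E, EM1, EM2, EM3 and M, are described as spanning epithelial, intermediate and mesenchymal states, although the labels do not state the state of each clone. The series asks how the epithelial or mesenchymal state of the tumour cells goes with immune composition and cytotoxic function. Each of the 6 groups held 1 tumour, measured in a Total library and in a CD45-enriched library. There was no replicate tumour for any group, so every value below is that of 1 tumour, and its 95% interval covers counting error only.

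The Total libraries held 40546201 UMIs in 11020 cells for Clone E, 38499899 in 6709 cells for EM1, 83469748 in 10015 cells for EM2, 76064287 in 8607 cells for EM3, 112261926 in 13467 cells for M and 122055131 in 10839 cells for the parental tumour. The CD45 libraries held 50715096 UMIs in 10894 cells for Clone E, 30287705 in 9506 cells for EM1, 34987894 in 9145 cells for EM2, 57116299 in 11024 cells for EM3, 28158955 in 7595 cells for M and 28083101 in 6791 cells for the parental tumour. The median depth per cell ranged from 2351 UMIs in Clone E to 10042 in the parental tumour among Total libraries, and from 1557 in Clone M to 3453 in EM3 among CD45 libraries. Because depth per cell differed between libraries, expression was compared as CPM of counts summed over a class.

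The first question was how the tumour cells of the clones differed in epithelial and mesenchymal expression. Annotated tumour cells made up 7.13% (95% Clopper-Pearson interval 6.65 to 7.63) of the Total library of Clone E, or 768 cells. They made up 43.2% of the library of EM1, 34.0% of EM2, 23.0% of EM3, 35.5% (34.7 to 36.3) of M and 56.2% of the parental tumour, which is 1948 to 5915 cells. The EMT score, the mean log2(CPM + 10) of 12 mesenchymal genes minus that of 13 epithelial genes, was −1.41 (interval −1.44 to −1.37) in Clone E. It was 1.80 in EM1, 2.25 in EM2, 3.39 (3.38 to 3.41) in EM3, 2.79 (2.78 to 2.81) in M and 1.32 in the parental tumour. Clone M exceeded Clone E by 4.20 (4.16 to 4.24) and EM3 exceeded Clone E by 4.80 (4.76 to 4.84), so that the highest score belonged to EM3 and not to M. Among the alternatives tried, the difference of M over E moved most with cells that had no UMI of Ptprc, the CD45 gene, where it was 3.02. That set held 3997 cells in E, against 768 annotated tumour cells, and 7500 against 4634 in M. Most of its cells in E were thus not annotated as tumour. The difference of M over E stayed above 0 under every alternative.

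**Figure D1:**
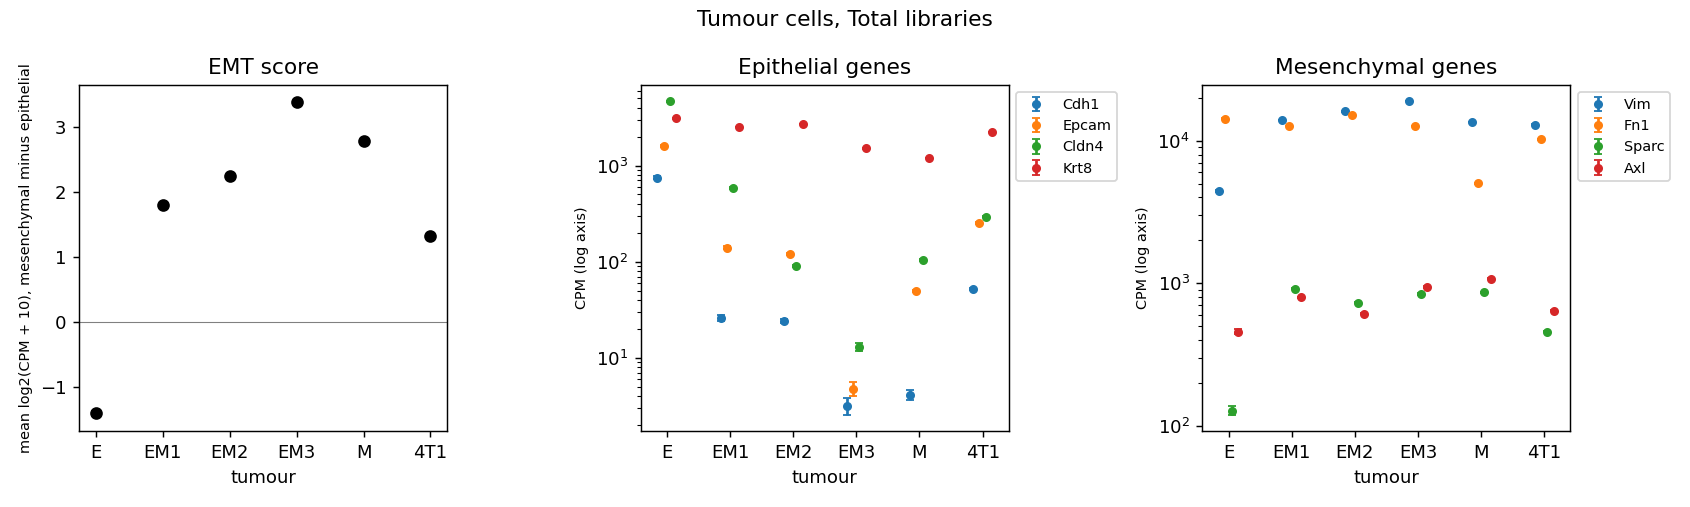
EMT score of the annotated tumour cells (left, difference of mean log2(CPM + 10) between lists) and CPM of 4 epithelial (middle) and 4 mesenchymal genes (right, both on log axes) in the Total library of each tumour, with bars for 95% counting intervals that mostly lie within the points. Clone E had the lowest score, −1.41, and EM3 the highest, 3.39.

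Epithelial genes accounted for most of this contrast, with a mean log2(CPM + 10) of 8.64 in Clone E and 5.07 in M, against 7.23 and 7.87 for the mesenchymal genes. Cdh1 had 746.7 CPM (723.2 to 770.7) in Clone E, 25.9 in EM1, 24.1 in EM2, 3.12 (2.51 to 3.84) in EM3, 4.08 (3.60 to 4.61) in M and 51.8 in the parental tumour. Epcam had 1598 CPM in Clone E, 140.3 in EM1, 120.2 in EM2, 4.75 in EM3, 49.6 in M and 252.5 in the parental tumour. Cldn4 fell from 4671 CPM in Clone E to 104.9 in M and 12.9 in EM3. All 13 epithelial genes of the list were highest in Clone E. Krt8 and Krt18 differed least, with 3111 and 1069 CPM in Clone E against 1196 and 605.5 in M. Krt18 in EM1, at 1051 CPM (1039 to 1064), and in EM2, at 1063 CPM (1054 to 1072), had intervals that overlapped that of Clone E (1041 to 1098). The interval of Krt18 in the parental tumour, at 1038 CPM (1031 to 1045), overlapped it as well.

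Of the mesenchymal genes, Vim had 4451 CPM (4394 to 4510) in Clone E, 13605 (13576 to 13633) in M and 19073 in EM3. Sparc rose from 127.3 CPM in Clone E to 862.4 in M, and Axl from 457.4 to 1073. Snai1 had 121.4 CPM in Clone E and 302.1 in M, Twist1 183.5 and 397.1, Zeb2 127.1 and 213.0, and S100a4 455.4 and 973.8. Fn1 went the other way, with 14245 CPM (14142 to 14349) in Clone E and 5028 (5011 to 5046) in M. Zeb1 stayed between 3.80 and 6.78 CPM in all tumours. Cdh2, Snai2 and Prrx1 did not reach 1 CPM in any tumour, a level at which differences between clones were not interpreted.

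Among 5538 genes with at least 50 CPM in Clone E or M, 363 had a log2((CPM + 10) ratio) of M over E of at least 1 and 451 of −1 or less, around a median of 0.107. Among the highest ratios were those of Serpine2 (log2 ratio 5.93), Cavin2 (3.81), Ctla2a (3.72) and Gpnmb (3.57). Serpine2 had 3.32 CPM (1.93 to 5.31) in Clone E and 801.8 (794.9 to 808.8) in M, and at least 656.9 in each of the other tumours. Gpnmb had 2.15 CPM in Clone E and 133.9 in M, but only 3.31 in EM2 and 6.94 in EM3. The 5 lowest ratios were those of Lama3 (−5.80), Cdh1 (−5.75), Krt14 (−5.45), Cldn4 (−5.35) and Cldn3 (−5.15). Lama3 had 579.2 CPM (558.5 to 600.4) in Clone E and 0.54 (0.38 to 0.76) in M, and Krt14 had 507.0 and 1.80. These ratios compare 2 tumours and have no replicate check.

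Genes whose products act on immune cells were followed in the same sums. Csf3, which encodes G-CSF, was highest in Clone E, at 3365 CPM (3315 to 3416), and lowest in M, at 884.4 (877.1 to 891.7), with 1660 to 2979 CPM in the other tumours. Csf2 had 103.9 CPM in Clone E and 2.56 in M. Cxcl1 had 1036 CPM in Clone E, 531.0 in M and 1934 in the parental tumour. Ccl2 had 10.2 CPM (7.58 to 13.3) in Clone E, 106.3 (103.8 to 108.8) in M and 196.1 in the parental tumour. Of the antigen presentation genes, H2-K1 fell from 936.4 CPM (910.1 to 963.3) in Clone E to 483.0 (477.6 to 488.4) in M, H2-D1 from 408.6 to 220.8, Tap1 from 134.7 to 39.1 and Nlrc5 from 275.4 to 46.7. Reads shared between the similar genes H2-K1 and H2-D1 could not be followed, since their counting is not stated. B2m and Psmb8 went the other way, with 301.4 and 296.3 CPM in Clone E and 501.3 and 332.3 in M. Cd274, which encodes PD-L1, had 54.7 CPM (48.4 to 61.5) in Clone E, 15.7 (14.7 to 16.7) in M and 5.88 in the parental tumour. Macrophages of the same libraries had 568.5 CPM of Cd274 in E and 101.0 in M. How much macrophage RNA in droplets of tumour cells adds to the values of Cd274 was not tested. Tgfb1 lay between 120.1 and 151.7 CPM in all tumours.

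The next comparison was that of immune composition. In the CD45 libraries, granulocytes made up 50.6% (49.4 to 51.7) of cells in Clone M and 24.4% (23.6 to 25.3) in Clone E, a difference of 26.1 percentage points (24.7 to 27.5). Their share was 15.2% in EM1, 11.9% in EM2, 27.6% in EM3 and 24.9% in the parental tumour. The alternative that moved this difference most was a minimum of 650 genes per cell in all libraries, which left 11.6 points. The minimum removed 70.0% of annotated granulocytes in M and 56.3% in E, since granulocytes hold few UMIs. Macrophages made up 33.4% (32.4 to 34.5) in M and 47.7% (46.7 to 48.6) in E, a difference of −14.2 points (−15.7 to −12.8), and 35.6%, 50.8%, 46.6% and 51.1% in EM1, EM2, EM3 and the parental tumour. In the Total libraries this difference was only −2.63 points. Shares of a library sum to a whole, so the higher granulocyte share of M by itself lowers its other shares. The CD45 library of M held 2499 macrophages and 519 CD4 T cells beside 3779 granulocytes, in 7472 cells. That of E held 5031 and 947 beside 2579, in 10555 cells. Of the cells other than granulocytes, macrophages and CD4 T cells were thus no smaller a part in M than in E. DC made up 1.26% in M and 2.82% in E, a difference of −1.56 points (−1.98 to −1.15), which was −0.260 in the Total libraries.

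CD8 T cells made up 7.16% (6.68 to 7.67) of cells in Clone E, 8.55% in EM1, 3.71% in EM2, 7.56% (7.06 to 8.07) in EM3, 1.74% (1.46 to 2.06) in M and 0.537% (0.376 to 0.743) in the parental tumour. The difference of M minus E was −5.42 points (−6.00 to −4.84). CD4 T cells made up 8.97% in E, 22.5% in EM1, 15.5% in EM2, 7.92% in EM3, 6.95% in M and 11.1% in the parental tumour, with a difference of −2.03 points (−2.82 to −1.22) between M and E. NK cells made up 0.656% (0.486 to 0.866) in M and 0.843% (0.678 to 1.04) in E, which overlap, so a difference was not detectable at this depth in the CD45 libraries. In the Total libraries, with NK cells from rebuilt clusters, it was −1.02 points. B cells made up 0.575% (0.417 to 0.774) in M, 2.61% (2.31 to 2.93) in E and 7.67% in EM1. Every difference of M minus E but that of NK cells kept its sign under all alternatives, none of which left granulocytes out of the whole. That of NK cells was 0.074 points with the gene minimum.

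The lower CD8 T share of Clone M held for both annotated subtypes. Gzmb+ Cd8+ T cells made up 5.32% in E and 0.843% in M, and Lef1+ Cd8+ T cells 1.85% and 0.897%. EM3 had 2.90% of the first and 4.66% of the second. Among CD4 T cells, the Cd44- subtype varied most, from 0.575% in M and 0.578% in EM3 to 15.6% (14.8 to 16.3) in EM1, with 3.86% in E. Foxp3+ Cd4+ T cells made up 1.85% (1.60 to 2.12) in E, 2.62% (2.27 to 3.01) in M, 3.39% in EM3 and 1.39% in the parental tumour.

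**Figure D2:**
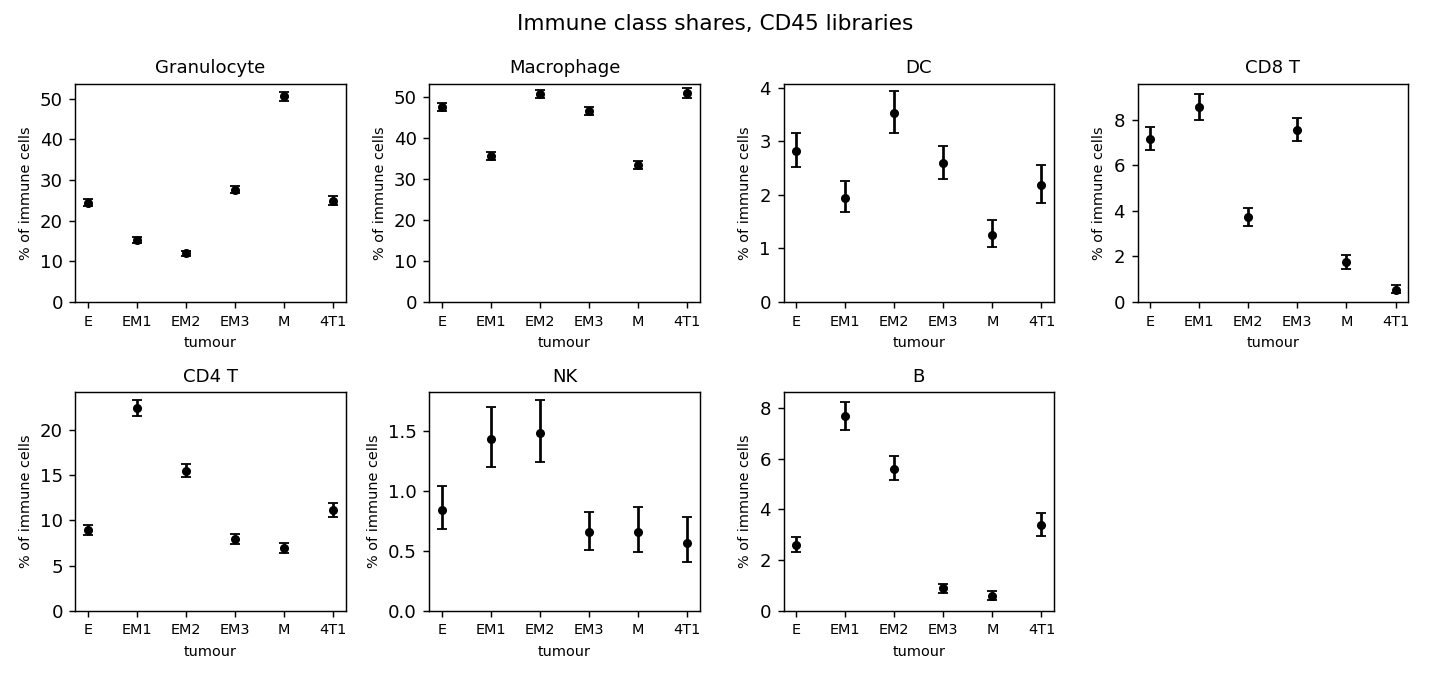
Share of 7 immune classes, in percent of the cells of the CD45 library, in each tumour, with bars for exact 95% Clopper-Pearson intervals that cover counting error only. Clone M had the highest granulocyte share, 50.6%, and the parental tumour the lowest CD8 T share, 0.537%.

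Clones E and EM3 had the lowest and the highest EMT score and were captured in the same well, so their contrast is free of the difference between wells. Between them, granulocytes differed by 3.18 points (1.99 to 4.36, EM3 minus E), CD8 T cells by 0.392 (−0.316 to 1.10), macrophages by −1.10 (−2.44 to 0.25), CD4 T cells by −1.05 (−1.81 to −0.301) and B cells by −1.73 (−2.09 to −1.38). Of these, the differences of granulocytes, CD4 T cells and B cells exceeded counting error. The CD8 T value joins subtypes that went opposite ways. Gzmb+ Cd8+ T cells made up 5.32% (4.9 to 5.76) in E and 2.90% (2.59 to 3.23) in EM3. Lef1+ Cd8+ T cells made up 1.85% (1.60 to 2.12) in E and 4.66% (4.27 to 5.07) in EM3. The cytotoxic score, described below, differed by −0.206 (−0.301 to −0.113, EM3 minus E) in CD8 T cells and −1.179 (−1.489 to −0.938) in NK cells. In the Total libraries, with cells from rebuilt clusters, EM3 and E scored 7.84 and 7.81 in CD8 T cells. In NK cells they scored 8.98 and 9.21 there. Clones E and M lay in different wells, and for their differences well and clone cannot be told apart.

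Cytotoxic function was compared as the mean log2(CPM + 10) of 9 effector genes. In CD8 T cells the score was 7.45 (7.38 to 7.52) in Clone E, from 756 cells, 7.82 in EM1, 7.23 in EM2, 7.25 in EM3, 7.004 (6.76 to 7.17) in M, from 130 cells, and 6.54 (6.07 to 6.77) in the parental tumour, from only 36 cells. The difference of M minus E was −0.448 (−0.711 to −0.257). It was −0.070 in the Total libraries. With CD8 T cells from rebuilt clusters it was −0.66 at resolution 0.5, −0.4 at 1.0 and 0.360 at 2.0. Its direction thus depended on which cells were counted, although only the last of these alternatives reversed it. The annotated CD8 T class held 561 Gzmb+ and 195 Lef1+ cells in E, and 63 and 67 in M. Neither the score nor single genes were compared within a subtype, so this mix cannot be told from expression per cell. Prf1 had 127.7 CPM (110.9 to 146.3) in CD8 T cells of E and 21.7 (7.05 to 50.7) in M, and Nkg7 had 2502 (2426 to 2581) and 872.6 (756.1 to 1002). In CD8 T cells of the Total libraries, taken from rebuilt clusters, Prf1 overlapped, with 181.1 CPM (167.0 to 195.9) in E and 183.1 (121.6 to 264.6) in M. Gzmb had 871.5 CPM (826.7 to 918.2) in E, 685.9 (583.1 to 801.6) in M and 389.1 (359.8 to 420.1) in EM3. Gzma, Gzmc, Ifng, Fasl, Tnf and Tnfsf10 had intervals that overlapped between E and M, which by itself does not show equal expression. Gzma overlapped only slightly in the CD45 libraries, with 149 CPM (130 to 169) in E and 221 (165 to 291) in M. In the Total libraries its direction was opposite, with 322.1 CPM (303.3 to 341.7) in E and 19.6 (4.04 to 57.3) in M. Gzmc was higher in M there, with 107.8 (97.0 to 119.4) and 902.2 (758.0 to 1066). Gzmb overlapped there, at 1126 (1090 to 1162) and 1013 (860.1 to 1186).

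In the CD45 libraries, checkpoint genes of CD8 T cells were lower in Clone M than in Clone E for 6 of 7 genes, beyond counting intervals. Pdcd1 had 3329 CPM (3241 to 3419) in E and 1654 (1492 to 1829) in M, Lag3 813.5 (770.2 to 858.7) and 195.4 (142.5 to 261.4), Havcr2 264.0 (239.6 to 290.2) and 73.8 (43.0 to 118.2), Ctla4 803.7 and 403.7, Tox 146.8 and 26.1, and Entpd1 349.7 and 56.4. Tigit, at 37.0 (28.2 to 47.6) and 17.4 (4.73 to 44.5), overlapped. In the Total libraries Lag3, at 727.1 (698.7 to 756.4) in E and 575.3 (461.4 to 708.8) in M, overlapped only slightly. Tigit was 27.7 and 52.3 there, with overlapping intervals. Pdcd1, at 2742 (2687 to 2798) and 2269 (2036 to 2520), Havcr2, Ctla4, Tox and Entpd1 were lower in M there too. In the CD45 libraries the parental tumour overlapped M for Pdcd1, at 1547 CPM (1250 to 1893), and Lag3, at 131.7 (56.8 to 259.4). As for the cytotoxic score, no checkpoint gene was compared within a subtype, so the mix of subtypes cannot be told from expression per cell.

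In NK cells, where 1 tumour again stood for each clone, the cytotoxic score was 8.97 (8.76 to 9.10) in Clone E, 9.04 in EM1, 8.71 in EM2, 7.79 (7.51 to 7.97) in EM3, 8.28 (7.94 to 8.49) in M and 9.08 in the parental tumour, from 38 to 132 cells each. The difference of M minus E was −0.683 (−1.04 to −0.410). It moved most, to −0.130, when NK cells were taken from the finer annotation column, which also holds 325 cells that the broader column calls other myeloid. Gzma had 3389 CPM (3121 to 3674) in NK cells of E and 847.1 (673.7 to 1051) in M. Gzmb went the other way, with 851.5 CPM (719.9 to 1000) in E and 1271 (1056 to 1516) in M, as did Gzmc, with 2232 in E, 4318 in M and 17076 in the parental tumour.

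Macrophage state genes were compared in the CD45 libraries. Arg1 had 3857 CPM in Clone E, 1304 in EM1, 1592 in EM2, 4028 in EM3, 1634 in M and 2563 in the parental tumour. Cxcl9, a chemokine that attracts T cells, had 179.6 CPM (175.1 to 184.1) in E, 547.1 in EM1, 480.1 in EM2, 193.8 in EM3, 30.7 (28.3 to 33.3) in M and 42.1 in the parental tumour. Cd274 had 554.6 CPM in E and 108.8 in M, and Mrc1 825.0 in E and 1349 in M. Il10 had 10.2 CPM in E and 33.9 in M. In the Total libraries the same tumours gave 159.6 and 44.4 CPM of Cxcl9 for E and M, and 3191 and 1506 CPM of Arg1.

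Over the 6 tumours, the relation of the EMT score to 7 class shares and 2 cytotoxic scores was tested as a family of 9. The score of Clone E was separated from the others by a gap of 0.569 of the whole range, below the critical value of Dixon's test, so the tumours were treated as a single set. None of the relations passed an adjusted exact permutation p of 0.05, and each of the 9 Pearson correlations had an adjusted p of 0.9958. For the granulocyte share, r was 0.227 (exact permutation p = 0.611, Spearman's rho 0.429, exact p = 0.419), and 0.572 without Clones E and EM3, the tumours farthest from the median score. For the CD8 T share, r was −0.164 (exact permutation p = 0.822, rho 0.143, exact p = 0.803) and −0.053 without these tumours. For the cytotoxic score of CD8 T cells, r was −0.165 (exact permutation p = 0.711, rho −0.143, exact p = 0.803) and 0.184 without them. The strongest relation was that of the cytotoxic score of NK cells, with r of −0.677 (exact permutation p = 0.133, rho −0.829, exact p = 0.0583, adjusted 0.525) and −0.955 without the same tumours. With NK cells from rebuilt clusters of the Total libraries, r was only −0.397, and EM3 scored 8.98 there against 7.79 in the CD45 library. The alternative that moved the relations most, the use of Total libraries, changed r for the macrophage share from −0.282 to 0.330. With at most 2 tumours in any well, no relation could be computed within wells.

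**Figure D3:**
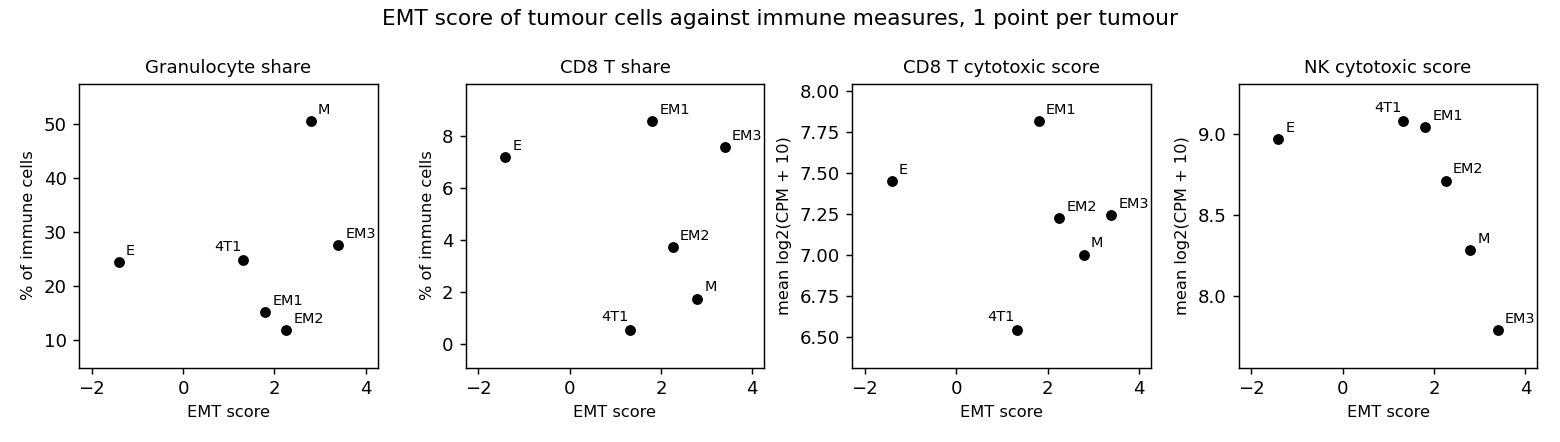
EMT score of the tumour cells (horizontal axis, difference of mean log2(CPM + 10)) against the granulocyte and CD8 T shares (percent of the cells of the CD45 library) and the cytotoxic scores of CD8 T and NK cells (mean log2(CPM + 10)), with 1 point per tumour. The smallest exact permutation p of the 4 Pearson correlations was 0.133, for NK cells.

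Both libraries of a tumour were compared for immune composition. They differ in the enrichment but also in the authors' cell filters and annotation, so a difference between them need not come from the enrichment. Over the classes that both annotations share, granulocytes made up a mean of 25.9% in CD45 and 22.2% in Total libraries, a mean difference of 3.75 points (SD 4.87, n = 6 tumours, higher in CD45 in 5 of 6, exact sign-flip permutation p = 0.0938, adjusted 0.156). T and NK cells had a mean difference of −4.94 points (SD 4.70, n = 6, higher in CD45 in 1 of 6, exact p = 0.0625, adjusted 0.156). DC were higher by 0.649 points (SD 0.440, n = 6, in 5 of 6, exact p = 0.0625, adjusted 0.156). Macrophages differed by 0.519 points (SD 8.46, n = 6, exact p = 0.844) and B cells with pDC by 0.028 (SD 0.556, n = 6, exact p = 0.812). None of the 5 classes passed an adjusted p of 0.05. With a smallest possible exact p of 0.03125, at least 4 of the 5 classes would have had to reach it for any to pass. The gene minimum moved these values most. It turned the granulocyte difference to −6.19 and raised the macrophage difference to 10.2. Single tumours differed by more than the means. The T and NK share of Clone E was 18.1% in the CD45 and 31.1% in the Total library, and its macrophage share 51.3% and 38.6%, while the macrophage share of EM3 was 51.6% and 62.3%.

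**Figure D4:**
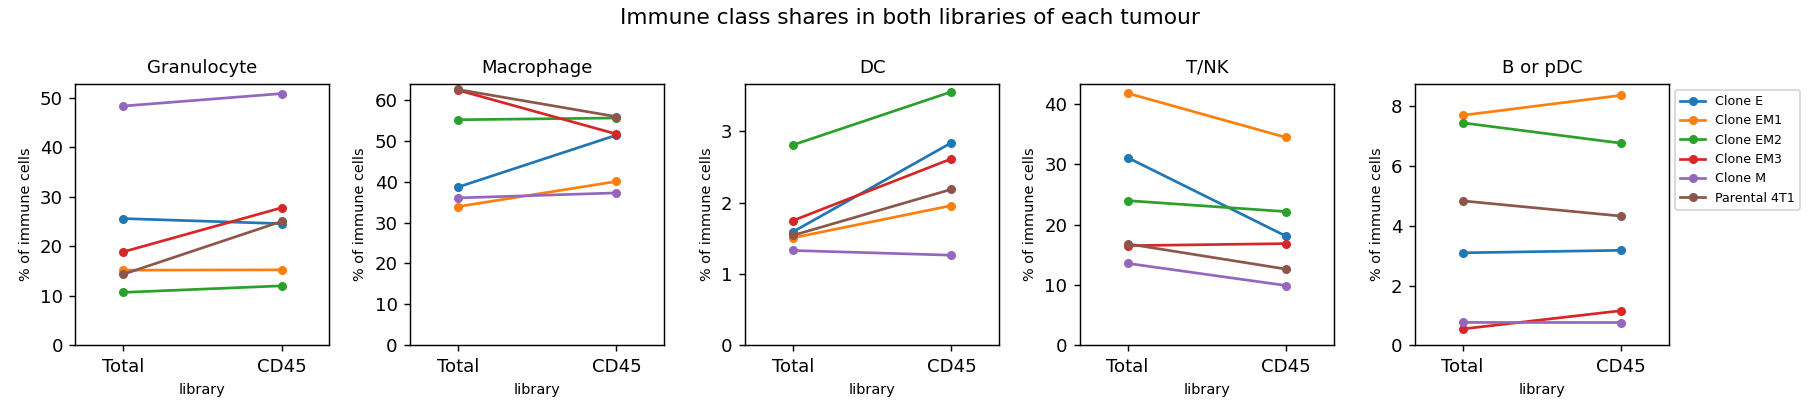
Share of 5 immune classes, in percent of the cells of these classes, in the Total and the CD45 library of each tumour, joined by a line per tumour. T and NK cells were lower in the CD45 library in 5 of the 6 tumours.

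Within classes, expression differed between the libraries. By edgeR's quasi-likelihood test with the tumour as a block, 4685 of 8303 genes had an adjusted p under 0.05 in granulocytes (2250 higher in CD45, 2435 higher in Total), 3829 of 12399 in macrophages (2016 and 1813), 421 of 7203 in DC (310 and 111) and 2480 of 10191 in T and NK cells (1197 and 1283). Of these, 3727, 3114, 339 and 2117 changed the same way in all 6 tumours. The alternative that moved a count most in relative terms was the fit without the tumour block, which gave 978 genes in macrophages. For DC, rebuilt clusters gave 125 genes, and the count fell to 245 without Clone E and to 216 without EM3. The 20 genes with the largest changes, 5 per class, were all higher in the Total libraries.

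In granulocytes these were Col6a3, Cdc42ep1, Ltbp1, Postn and Tcim. Tcim had a mean of 1.40 CPM (SD 0.83, n = 6) in CD45 and 219.4 (SD 77.4, n = 6) in Total libraries, a log2 fold change of −7.46 ± 0.17 (SE, edgeR adjusted p = 2.91e-17). Col6a3 had 0 UMIs in granulocytes of the 6 CD45 libraries together and 230 in Total libraries, at least 89.6-fold higher in Total against a floor of 3 counts over the group. Ltbp1 had 2 and 561 UMIs, a ratio of 328 (counting interval 90.4 to 2710). In DC they were Wfdc2, Wnt7b, Col1a1, Serpinh1 and Has2. Wfdc2 had 0 and 120 UMIs, at least 83.6-fold higher in Total by the same floor, and Col1a1 had 3 and 316, a ratio of 220 (74.6 to 1070). In T and NK cells they included Ccbe1, Parva, Irx1 and Pcolce2. Ccbe1 had 0 and 366 UMIs, at least 113-fold higher in Total, and Pcolce2 had 1 and 404, a ratio of 375 (67.0 to 14900).

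In macrophages the 5 genes were Cpa3, Mcpt4, Tpsb2, Mcpt2 and a feature that the tables mark as deprecated. Cpa3 had a mean of 0.11 CPM (SD 0.09, n = 6) in CD45 and 17.3 (SD 9.81, n = 6) in Total libraries, a log2 fold change of −7.42 ± 0.27 (SE, edgeR adjusted p = 9.21e-09), Tpsb2 0.49 and 57.4 CPM, and Mcpt2 0.72 and 79.8 CPM. With macrophages from rebuilt clusters, the log2 fold change of Mcpt2 was −0.95 (edgeR adjusted p = 0.197) and that of Tpsb2 −1.99, while Cpa3 and Mcpt4 did not pass the filter on low counts there and gave no value. Mcpt4 and Mcpt2 belong to a family of similar protease genes, and the labels do not state how reads shared by such genes were counted. The comparison of both libraries bears on the libraries and not on the clones.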

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

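The tests of the receptor genes were chosen only after the result was seen, and that of the mitochondrial percent was written down before its value was known. The outlying values were found among 24 measures tested for a highest and a lowest library, 48 tests in all, of which 2 passed Dixon's limit. Chance alone passes about 1 in 20 groups of 6, so 2 values among 24 measures are close to what chance gives.

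In the Total library of Clone E, the 1413 olfactory, vomeronasal and trace amine receptor genes together made up 1768 CPM, against 98.8 to 689.0 CPM in the other 5 Total libraries. These genes serve the sense of smell, so their sum was read as a measure of background. Greater depth was excluded, since the library had the lowest median depth of the 6, 2351 UMIs per cell against 4679 to 10042. Background molecules, set against few UMIs per cell, may account for part of the value. The library held 6.51 receptor UMIs per cell, within the range of 0.570 to 7.76 of the other 5. Its receptor CPM was 4093 in the lowest quartile of cells by UMIs and 1066 in the highest. Receptor UMIs per cell were 3.79 in the lowest quartile and 8.91 in the highest, so their number was not the same in every droplet. They rose less than the median UMIs per cell, which were 941 in the lowest quartile and 8042 in the highest. Whether that background came from the probes, from index exchange or from free RNA was not tested. No biological explanation was tested.

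The highest mitochondrial percent of any cell was 12.58 in the Total library of Clone E, against 4.91 to 7.71 in the other Total libraries. The median per cell was 0.485%, within the range of 0.337% to 0.613% of the others, and 113 of its 11020 cells lay above the highest value of the other libraries. A higher limit in the authors' cell filter for this library could give this pattern, as the limits are not stated. A small set of damaged cells that the filter would also have passed elsewhere was not tested, and a biological difference of the tumour stays open.

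The gene tables of the Total libraries hold 795 genes that the CD45 tables lack and that therefore entered no comparison of CD45 and Total libraries. These genes held 259.8 CPM in the parental tumour and at least 119.1 CPM in every Total library, far above the limit of 3 counts that a count of 0 allows. Pitx1 led in EM2 (22.8 CPM), M (18.3) and the parental tumour (16.5), and Saa2 in EM1 (47.5). Why the tables differ in their genes was not tested. The genes were looked at because they lie outside that comparison, and no biological explanation was tested.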

How the results depend on the processing

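The alternatives with a gene minimum, with the finer NK column, with other myeloid cells counted as macrophages, with unknown cells, with thinned cells in the relations and with macrophage genes of Total libraries were chosen only after the data were seen. The others were planned. For the differences of Clone M minus E, a value counts as moved when it leaves the 95% counting interval of the value reported.

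The share differences of granulocytes, macrophages, DC, CD8 T, CD4 T and B cells kept their direction under every alternative run, and that of B cells also its size. None of these alternatives left granulocytes out of the whole. With at least 1000 UMIs per cell, the granulocyte difference was 18.4 points and the macrophage difference −7.44. With 650 genes per cell they were 11.6 and −2.92, and the CD4 T difference was −0.507. These limits remove granulocytes by construction, since those cells hold few UMIs. In the Total libraries the differences were 22.7 for granulocytes, −2.63 for macrophages, −0.260 for DC, −13.4 for CD8 T, −4.77 for CD4 T and −1.02 for NK cells. Rebuilt clusters at resolutions 0.5, 1.0 and 2.0 gave CD8 T differences of −6.60, −6.79 and −7.31. They gave −1.08 for DC at 2.0 and −1.03 for CD4 T at 1.0. The cause was not tested for these moves with the library or the clusters. The NK difference, not detectable as reported, was 0.074 with the gene minimum.

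The EMT difference of M over E ranged from 3.02 to 5.34 and was never reversed. It was 5.34 with a pseudocount of 1, which by construction widens differences of low genes. With Epcam, Cdh1, Vim and Fn1 only it was 5.31, and with thinned cells 4.11. It was 3.02 with cells without a Ptprc UMI, a set that in E held mostly cells not annotated as tumour. The cytotoxic difference of CD8 T cells was −0.750 with thinned cells, −0.070 in the Total libraries and 0.360, thus reversed, with rebuilt clusters at resolution 2.0. At resolutions 0.5 and 1.0 the cytotoxic difference of CD8 T cells was −0.66 and −0.4, which kept its direction. That of NK cells was −0.130 with the finer column. The cause was not tested, except that the finer column adds 325 cells of another kind.

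No relation of the EMT score passed the threshold under the alternatives run for it. The relations to the cytotoxic scores were not run with at least 1000 UMIs or with the short gene list. Pearson's r changed sign in these cases. For CD4 T cells it was −0.141 with at least 1000 UMIs, −0.194 in Total libraries, −0.068 with a pseudocount of 1, −0.028 with thinned cells and −0.022 with the gene minimum. For NK cells it was 0.004 with all deposited cells, 0.258 at resolution 0.5, 0.015 with the short gene list and 0.049 with the gene minimum. Total libraries gave 0.330 for macrophages and 0.150 for DC. The relation to the CD8 T cytotoxic score was 0.021 at resolution 0.5 and 0.154 at 2.0. The cause was not tested. The relations of Total libraries to CD8 T cells were not run, because the parental Total library held 1 such cell.

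No class share differed between CD45 and Total libraries past the threshold under any alternative. This says nothing about stability, since the smallest exact p was 0.03125 and at least 4 of the 5 classes would have had to reach it for any to pass. The granulocyte difference was −1.77 with at least 1000 UMIs and −6.19 with the gene minimum, which by construction acts most on the libraries with many shallow cells. That of macrophages was 7.86 with at least 1000 UMIs and 10.2 with the gene minimum, against 0.519 as reported. That of DC was 0.142, 0.103 and 0.206 at resolutions 0.5, 1.0 and 2.0, and 1.03 with the gene minimum, against 0.649 as reported. That of B cells with pDC was −0.283, −0.301 and −0.278 at resolutions 0.5, 1.0 and 2.0, −0.424 with at least 1000 UMIs and −0.202 with the gene minimum, against 0.028 as reported. The cause was not tested.

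The counts of genes between CD45 and Total libraries moved by over 1.5 times in these cases. Without a filter on low counts, when more genes entered, 7272 passed for granulocytes, 960 for DC and 4444 for T and NK cells. DESeq2 gave 6126 for macrophages, of which 3374 were shared with the 3829 of edgeR. It shifted the calls towards Total, with 3812 of 6126 higher there in macrophages, 2910 of 5058 in granulocytes, 219 of 416 in DC and 1439 of 2176 in T and NK cells. Without the replicate block, which pairs both libraries of a tumour, 978 passed for macrophages, 931 of them higher in Total, 198 for DC and 769 for T and NK cells, while the 3451 of granulocytes lay within 1.5 times of the count reported. With all deposited cells, 1166 passed for DC, where doublets of DC with other cells return. With rebuilt clusters 125 passed for DC, of which 70 were shared with the 421 reported. Leaving out each tumour in turn gave 3767 to 5014 genes for granulocytes, 2759 to 3997 for macrophages, 216 to 499 for DC and 1733 to 2310 for T and NK cells. The lowest count for DC, 216, came without EM3, and it was 245 without Clone E. The cause was not tested for the other moves. With macrophages of rebuilt clusters Mcpt2 lost its call (−0.95), Tpsb2 kept it at −1.99, and Cpa3 and Mcpt4 did not pass the filter on low counts and gave no value.

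Depth limits what can be read from small classes. CD8 T cells of the parental tumour numbered 36 and NK cells 38 to 132, and the cytotoxic score of CD8 T cells had an interval of 6.07 to 6.77 in the parental tumour against 7.38 to 7.52 in Clone E.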

Other observations

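The tests of this part, the splits of the libraries included, were chosen only after the result was seen.

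The contrast of CD45 and Total libraries within classes was set against splits of the libraries. Of 32 splits that swap the libraries of some tumours, 1, the real split, gave as many genes as the 4685 of granulocytes, and the same held for the 3829 of macrophages, the 421 of DC and the 2480 of T and NK cells. In a swapped split the real contrast adds to the residual spread and lowers the count, so only the rank of the real split was read and not the size of the counts. That rank, 1 of 32, is the smallest share that the splits allow, so chance is unlikely but not excluded in each class. The 4 classes come from the same tumours and are not independent results.

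RNA of tumour cells in droplets of immune cells is a candidate explanation for the genes higher in Total libraries. Of these genes, 99.5% in granulocytes, 92.9% in macrophages, 78.4% in DC and 94.3% in T and NK cells had a higher CPM in the annotated tumour cells than in the same class of the CD45 libraries. Among genes higher in CD45 libraries the shares were 16.6%, 27.2%, 13.2% and 2.6%, and among all genes tested 70.1%, 64.5%, 59.9% and 45.0%. Part of this contrast is built in, because the genes were chosen by a low value in CD45 libraries. Against the same class of the Total libraries, where the choice works the other way, the shares were 98.4%, 79.5%, 68.5% and 90.1% for genes higher in Total and 69.2%, 60.5%, 61.3% and 44.5% for all genes tested. Among genes tested and not called they were 81.3%, 63.7%, 62.6% and 42.9%. Only in T and NK cells did the gap reach the 20 points asked for against both, so for granulocytes, macrophages and DC the explanation stays open. For granulocytes, the 81.3% leaves no room for such a gap. The CD45 libraries hold few tumour cells, so less such RNA would be free there. Col1a1, Postn and Col6a3, which fibroblasts also express, show that tumour cells need not be the only source. Cpa3 and Tpsb2, which mast cells express, do not add to this. The rebuilt clusters set a basophil or mast cluster apart. With macrophages from these clusters, Cpa3 did not pass the filter on low counts and Tpsb2 changed less. Mast cells inside the annotated macrophage class may thus account for part of their change. Whether handling on the beads also changes expression stays open.

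The granulocyte share of Clone M exceeded that of Clone E by 26.1 points in the CD45 libraries. A difference in the authors' gene minimum between these 2 libraries was excluded as the cause, because the fewest genes of any cell were 253 in E and 251 in M and only 0.03% of the granulocytes of M held fewer genes than any cell of E. The bead enrichment was also excluded as the whole cause, because the Total libraries gave 22.71 points. That G-CSF of the tumour cells drives the share is not decided by these data. Over the 6 tumours, r of the granulocyte share with tumour-cell Csf3 was −0.74 (exact permutation p = 0.112, rho −0.49, exact p = 0.356), opposite in sign to that idea, and −0.13 without Clones E and M. A difference between single tumours, between wells or between clones stays open for the share itself.

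The CD8 T share went with antigen presentation genes of the tumour cells and with Cxcl9 of macrophages, but not past the threshold. Pearson's r was 0.83 for H2-K1 (exact permutation p = 0.0486), 0.80 for H2-D1, 0.79 for Tap1, 0.76 for Nlrc5, 0.58 for Cd274, 0.45 for Psmb8 and 0.18 for B2m in tumour cells, and 0.73 for Cxcl9 in macrophages. Over these 8 genes the adjusted exact p was at least 0.181. Without Clone M and the parental tumour, the farthest from the median share, r was 0.25 for H2-K1 and −0.24 for Cxcl9, so these relations rest on those tumours. They are also the tumours with a well of their own. Their shares, 1.74% and 0.537%, lay below those of the 4 tumours that share a well, and for them interferon signalling between T cells and tumour cells, which may raise these genes, cannot be told apart from an effect of the well. Within a well, EM1 and EM2 had CD8 T shares of 8.55% and 3.71%, with H2-K1 at 1099 and 885.3 CPM and Cxcl9 at 547.1 and 480.1, a difference that the well does not account for. Clones E and EM3, also in 1 well, had close shares of 7.16% and 7.56% but 936.4 and 736.4 CPM of H2-K1.

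In the CD45 libraries, 325 cells were called NK by the finer and other myeloid by the broader annotation. They may be plasmacytoid dendritic cells. The mean log2(CPM + 10) of 6 fixed pDC markers was 5.88 higher than in the 510 cells that both columns call NK, and that of 7 NK markers differed by −3.47. Siglech had 3244 CPM in these cells and 7.78 in the others, Ncr1 0 and 177.6, and Gzma 1.00 and 2884. This is why the broader column was used for NK cells.

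Fn1 of tumour cells was lower in Clone M than in Clone E, while Vim, Sparc and Axl were higher. Macrophage RNA in droplets of tumour cells was excluded as the cause. At the highest ratio of C1qa, C1qb, C1qc and Apoe in tumour cells to macrophages, 3.58%, the 5454 CPM of Fn1 in macrophages of Clone E would add 195.3 CPM, and the difference was 9217 CPM. A difference between the clones stays open as a hypothesis that 1 tumour per clone cannot test.

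Gzmb of the annotated T and NK cells in Total libraries was higher in Clone M, at 1315 CPM, than in Clone E, at 878.3. Of the 1091 cells in M, 58 fell in the rebuilt basophil or mast cluster and had 9274 CPM of Gzmb. Without them Gzmb was 882.4 CPM (842.6 to 923.6) in M and 878.6 (857.3 to 900.3) in E. Mast-like cells inside the class may account for most of the difference, but the value of M did not fall below that of E, which had been set as the criterion, so the test left open whether they account for all of it. Depth does not allow the rest to be told from 0.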
